# RluA is the major mRNA pseudouridine synthase in *Escherichia coli*

**DOI:** 10.1371/journal.pgen.1011100

**Published:** 2024-09-06

**Authors:** Cassandra Schaening-Burgos, Hannah LeBlanc, Christian Fagre, Gene-Wei Li, Wendy V. Gilbert

## Abstract

Pseudouridine (Ψ) is an ubiquitous RNA modification, present in the tRNAs and rRNAs of species across all domains of life. Conserved pseudouridine synthases modify the mRNAs of diverse eukaryotes, but the modification has yet to be identified in bacterial mRNAs. Here, we report the discovery of pseudouridines in mRNA from *E*. *coli*. By testing the mRNA modification capacity of all 11 known pseudouridine synthases, we identify RluA as the predominant mRNA-modifying enzyme. RluA, a known tRNA and 23S rRNA pseudouridine synthase, modifies at least 31 of the 44 high-confidence sites we identified in *E*. *coli* mRNAs. Using RNA structure probing data to inform secondary structures, we show that the target sites of RluA occur in a common sequence and structural motif comprised of a ΨURAA sequence located in the loop of a short hairpin. This recognition element is shared with previously identified target sites of RluA in tRNAs and rRNA. Overall, our work identifies pseudouridine in key mRNAs and suggests the capacity of Ψ to regulate the transcripts that contain it.

## Author summary

While RNAs are initially transcribed using only the nucleotides A, G, C and U, these nucleotides can be enzymatically modified into many different post-transcriptional modifications. tRNAs and rRNAs across all domains of life are modified with pseudouridine, an isoform of uridine that is inserted by highly conserved enzymes. In many eukaryotes, it has been demonstrated that some of these enzymes can also insert pseudouridines in mRNA, where they are poised to impact gene expression through their effects on the transcript. Here we show that protein-coding transcripts in *E*. *coli* are also modified with pseudouridine, indicating that mRNA pseudouridylation is also a highly conserved activity. RluA is the main mRNA pseudouridine synthase, introducing the modification into the transcripts of dozens of protein coding genes with high specificity. Its target sites are defined by a combined sequence and secondary structure motif. Two additional enzymes, RluC and RluD, introduce a few additional sites. All three of these enzymes belong to the same sub-family of pseudouridine synthases, and homologs of these also modify mRNAs in humans. Thus, mRNA modification by these enzymes might be a conserved activity with the capacity to impact gene regulation.

## Introduction

All organisms modify their tRNAs and rRNAs extensively, introducing dozens of unique RNA modifications in many positions. It has become clear that mRNAs are also modified, as evidenced by the discovery of at least nine distinct modifications in the mRNAs of organisms across all domains of life [1–10]. Pseudouridine (Ψ) in particular appears especially widespread, having been identified in the mRNAs of human, mice, yeast, *Trypanosoma brucei*, and *Arabidopsis thaliana* [1,2,11,12]. However, it has yet to be detected in bacterial mRNAs.

Pseudouridine is an isomer of uridine, generated by rotating the uridine base to obtain an additional hydrogen bond donor and replacing the C-N glycosidic linkage with a C-C bond, while maintaining the same Watson-Crick face (Fig 1A) [13]. Pseudouridylation is carried out by a universally conserved class of enzymes called pseudouridine synthases, which insert the modification in tRNAs and rRNAs, as well as other non-coding RNAs [14,15]. In eukaryotes, some of the same enzymes that modify these canonical targets also insert pseudouridines into mRNAs [2,16,17]. Because the pseudouridine synthases in *E*. *coli* belong to this conserved family, it is plausible that their mRNAs are also modified with Ψ.

**Fig 1:**
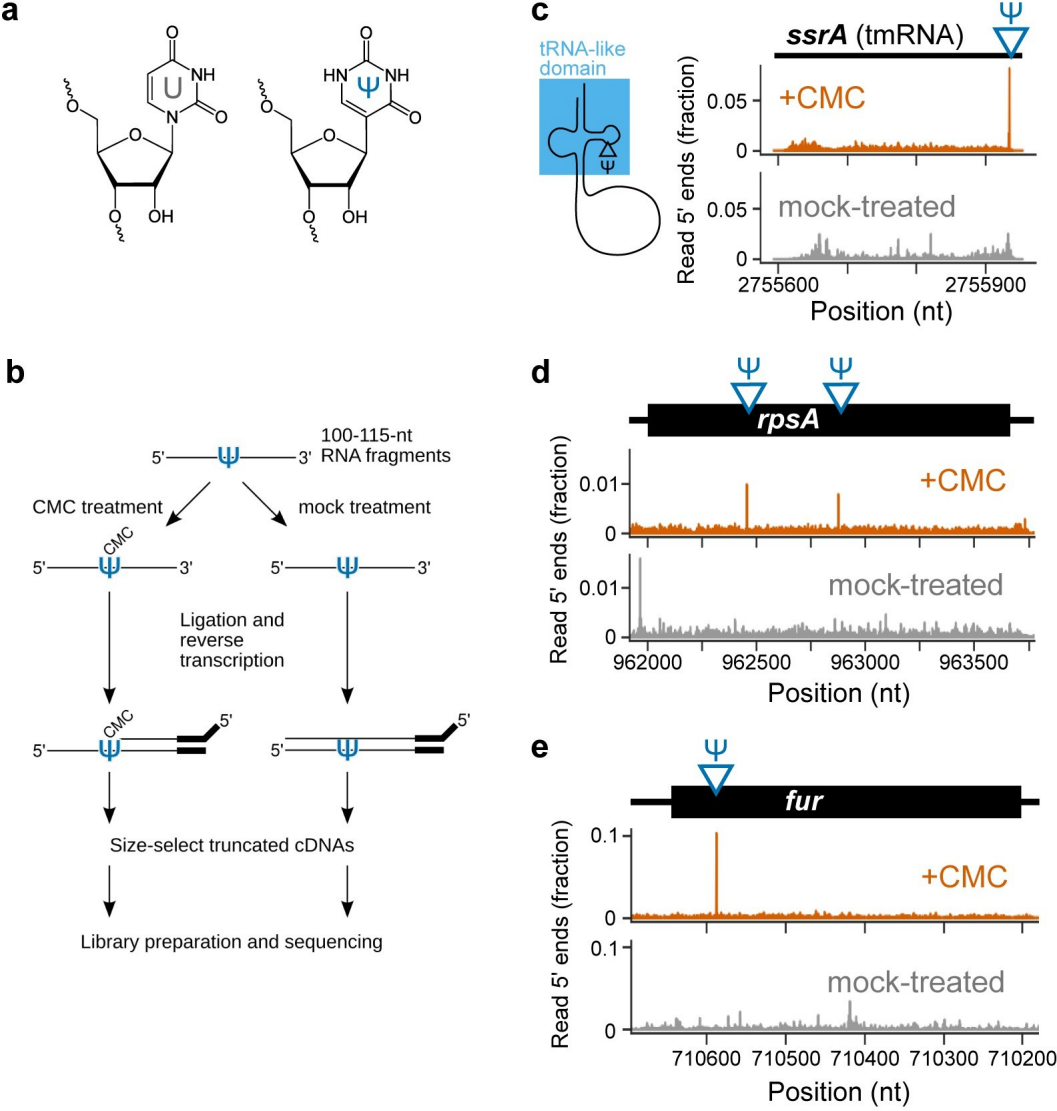
Pseudo-Seq identifies known and novel pseudouridine sites in the *E*.*coli* transcriptome. (a) Structures of uridine and pseudouridine. (b) Diagram of the Pseudo-Seq method. Treatment with CMC causes robust reverse transcription (RT) stops at pseudouridine sites. These truncated cDNAs are enriched via size selection and captured for sequencing. (c) Validation of a known site in the tmRNA gene, *ssrA*. Its tRNA-like domain contains a pseudouridine, indicated on the gene track and secondary structure diagram. Data tracks show read 5′ ends, normalized to total transcript reads, in wild-type CMC-treated samples (orange) and mock-treated samples (gray). (d) Pseudo-seq signal for two novel mRNA sites on the *rpsA* mRNA and for (e) a novel site in the *fur* mRNA.

Pseudouridylation of rRNAs and tRNAs in *E*. *coli* is carried out by eleven pseudouridine synthases [15]. Four of the rRNA:Ψ synthases (RluB, RluE, RluF, and RsuA) modify single positions in the ribosomal RNA, whereas the tRNA-modifying synthase TruB modifies Ψ55 in most tRNAs. The synthases RluA, RluC, and RluD are notable in their ability to modify sites in more diverse contexts. RluA has been described as a multi-site and multi-substrate enzyme for its ability to specifically modify Ψ32 in four tRNAs as well as a single position in the large subunit rRNA [18]. RluC and RluD are both multi-site enzymes that each modify three different positions in rRNA: RluD modifies three sites in helix 69 of the large subunit rRNA (Ψ1911, Ψ1915, which is further modified into m^3^Ψ by an additional enzyme, and Ψ1917), while RluC modifies Ψ955, Ψ2504 and Ψ2580 [19]. It is currently unknown whether these enzymes also modify mRNAs.

Through its biochemical effects, Ψ is poised to affect multiple stages in the life cycle of an mRNA. Pseudouridine has been consistently shown to stabilize RNA duplexes, including secondary structures and intermolecular RNA:RNA interactions [20–22]. Through this mechanism, pseudouridine has the potential to modulate regulatory structures in mRNA, such as riboswitches, as well as interactions with small regulatory RNAs. Ψ can also impact the conformation of unpaired RNA regions by enhancing base stacking [23].

Pseudouridine can inhibit RNA-protein interactions by conferring additional backbone rigidity. *In vitro*, this has been demonstrated with pseudouridylated oligos and at least three different RNA-binding proteins, each of which had reduced affinity for pseudouridylated RNA compared to unmodified RNA [24–26]. Similarly, modification can affect the activity of enzymes acting on RNA; recent work showed that the ribonuclease RNase E cleaves pseudouridylated RNAs less efficiently than unmodified ones, and did so at altered positions [27]. Lastly, there is growing evidence for effects on translation fidelity: pseudouridine in stop codons can allow for stop-codon readthrough [28], whereas pseudouridine in some sense codons has been shown to enable translational recoding [29]. This variety of effects highlights an important principle: the impact of pseudouridine on a given mRNA is likely to be highly context-dependent and subject to adaptive evolution, based on its interactome and local sequence and structure.

Here, we extensively characterize the pseudouridylation profile of exponential-phase *E*. *coli*, and determine the mRNA modification capacity of each of its 11 pseudouridine synthases. We discovered that mRNA pseudouridylation is carried out predominantly by the synthase RluA, posing it as a novel regulator of mRNA processing and function. This enzyme introduces pseudouridines in at least 31 mRNA sites and is likely to modify additional sites that are lowly expressed. We characterize the sequence and structural context of the sites modified by RluA and determine that they occur in a common ΨURAA motif, often positioned within a small secondary structure element which resembles the ribosomal target site of RluA.

## Results

### Mapping pseudouridines by Pseudo-Seq

Pseudouridine detection can be enabled by chemical treatment that generates a modification-dependent signature in sequencing datasets, even though Ψ by itself cannot be detected through reverse transcription and sequencing. One such reagent is CMC (N-cyclohexyl-N′-β-(4-methylmorpholinium)ethylcarbodiimide p-tosylate), a bulky carbodiimide that derivatizes the NH groups in Ψ and causes robust termination during reverse transcription [30]. To detect pseudouridines in the *E*. *coli* transcriptome, we used the Pseudo-Seq method [1], which combines CMC treatment with size-selection steps that enrich truncated reverse transcription products, followed by high-throughput sequencing (Fig 1B). This method generates a CMC-dependent pileup of reads whose 5′ ends are immediately downstream of the modified site (Fig 1C). A mock-treated sample is prepared in parallel to remove potential false positives from other types of events that can generate reverse transcription stops, such as strong secondary structure, other RNA modifications, or transcript ends. These events appear as CMC-independent peaks, so CMC dependence is a requirement for calling a peak as a pseudouridine.

We applied Pseudo-Seq to wild-type *E*. *coli* grown to exponential phase (OD_600_ ∼ 0.10–0.15). This approach successfully reproduced a known site in the tRNA-like domain of tmRNA (Fig 1C) [31], as well as several known sites in tRNAs and rRNAs (S1 Fig). Each of these sites exhibits the expected CMC-dependent peak at the annotated position, indicating that known sites are reliably captured in our dataset.

### *E*. *coli* mRNAs are abundantly modified with pseudouridine

To identify pseudouridines in *E*. *coli* mRNAs along with the responsible pseudouridine synthases, we generated Pseudo-Seq datasets for wild-type *E*. *coli* and for individual knockout strains of all 11 pseudouridine synthases. In the wild-type dataset, we observed strong CMC-dependent peaks in some mRNAs, indicating the presence of pseudouridines in protein-coding genes (Fig 1D and 1E). In order to systematically call Ψ sites transcriptome-wide while accounting for biases arising from nearby modifications or transcript ends, we implemented a modified Z-score that includes 95% winsorization and background window adjustment (S2 Fig, Methods). We identified candidate pseudouridine sites as strong peaks in the CMC-treated library that were absent from the mock-treated library. Based on the distribution of Z-scores among uridines in mRNAs, we defined these strong peaks as those that have a Z-score greater than 15 (Fig 2A) and at least 3-fold greater than the Z-score in the mock-treated library (Fig 2B). Using these stringent criteria, we were able to validate 8 out of the 10 ribosomal RNA sites, with no false positives (S2C Fig).

**Fig 2:**
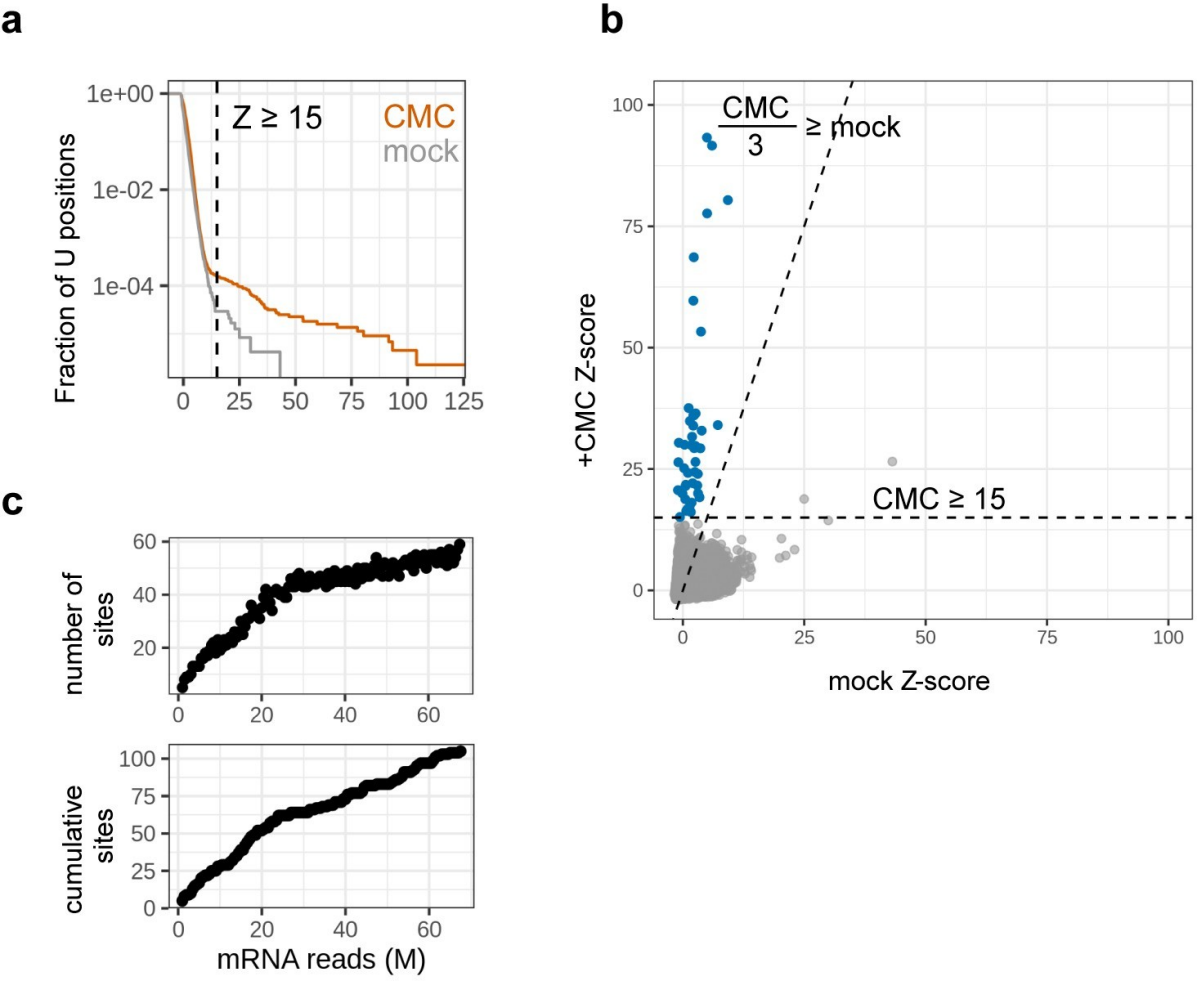
Systematically calling pseudouridine sites transcriptome-wide. (a) Z-score distribution for all uridines in mRNA in wild-type libraries, with CMC-treated in orange and mock-treated in gray. Distribution is visualized as a complementary cumulative density function, indicating the fraction of positions that have a Z-score greater than a given value. The cutoff for calling a peak in the CMC-treated library, Z ≥ 15, is indicated by the dashed line. (b) Joint distribution of mRNA Z-scores in CMC-treated (y-axis) and mock-treated (x-axis) libraries. Cutoffs for calling potential pseudouridine sites are indicated by the dashed lines: sites must have a Z-score ≥ 15 in the CMC-treated library, and must be at least 3-fold greater than the corresponding peak in the mock-treated library. Sites that meet both cutoffs are considered potential pseudouridine sites and are shown in blue. (c) Number of CMC-dependent peaks called at increasing mRNA read coverage. Reads from multiple wild-type samples were pooled to achieve the top coverage shown, and reads were subsampled from this pool to read depths ranging from 300,000 to 36 million mRNA-mapping reads. Top panel shows the number of peaks called in each subsample, bottom panel shows the cumulative number of unique peaks.

We then applied the modified Z-score metric to reads mapped to the entire *E*. *coli* transcriptome (Fig 2B, Methods). Peak height calculations are very noisy at lower sequencing coverage (S2D Fig), necessitating strict coverage cutoffs in the background region surrounding each putative site. Applying these cutoffs limits site calling to genes with sufficient expression, and so the number of sites called in a library will vary depending on sequencing depth. To address this issue, we generated a high-depth wild-type Pseudo-Seq library, which spans 24.2% of uridines in protein-coding genes, to call a high-confidence list of sites. The profiled uridines encompass 1532 protein-coding genes, out of the 4099 genes detected in our sequencing data. The genes sequenced to sufficient depth for pseudouridine detection were expressed to a median RPKM of 201, while the overall median expression level was 44.4 (S2E Fig).

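Expression in wild type was taken from the RPKM values that the authors deposited for the REnd-Seq library of this strain, with read 3′ ends counted on 4099 genes. Of these genes, 4092 had at least 1 read, and their median RPKM was 44.5 (95% interval 40.5 to 48.1, from order statistics across genes). The lower quartile was 16.0 and the upper quartile 146 RPKM. The choice that moved the median most was to leave the 20 most abundant genes out of the library total, which gave 59.6 RPKM. The set of genes sequenced to sufficient depth in Pseudo-Seq was not analysed here.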

This top-tier list of targets consisted of 44 mRNA sites (S1 Table). 43 of these were within coding-sequences, where they could potentially impact the fidelity and rate of translation. Modifications outside of the coding sequence were comparatively rare, as expected from the relative sizes of these regions in *E*. *coli*, with only one modification in the 5′ UTR, and none in the 3′ UTR.

The genes modified with pseudouridine do not appear to form a coherent regulon—rather than targeting genes that are part of the same processes or pathways, the modification is present in mRNAs encoding components of many different biological processes. Among these, there is modification of genes that encode proteins involved in translation, including three ribosomal proteins (RpsA, RpsH, RpsQ), two translation elongation factors (TufA, FusA), and one tRNA biogenesis factor (Fmt) (S1 Table).

Sequence coverage is the limiting factor in calling new sites. Thus, most called sites are in highly expressed genes. 

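The 44 high-confidence sites lie in 42 genes, and each of these genes had a value in the wild-type REnd-Seq library. Their median was 360 RPKM (95% interval 245 to 517, from order statistics across the genes), which is the 88.9th percentile of the genes with at least 1 read. All 42 genes lay above the median of those genes, and 36 lay above their upper quartile. From the dependence of peak calling on sequence coverage, the paper reasons that most sites are called in highly expressed genes.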

To determine whether pseudouridylation also occurs in mRNAs with lower expression levels, we simulated higher coverage by pooling reads from different Pseudo-Seq libraries, and subsampling the pooled libraries to depths ranging from 1 million to 67.5 million mRNA reads. Increasing coverage in this manner identified many new CMC-dependent peaks, with up to 100 sites detected when coverage exceeds 65 million mRNA-mapping reads, indicating that pseudouridine is also present in genes with lower expression levels. (Fig 2C and S2 Table).

### RluA is the predominant mRNA pseudouridylation enzyme

Pseudouridine is installed in *E*. *coli* tRNAs and rRNAs by a universally conserved class of pseudouridine synthases. These enzymes are derived from an ancestral pseudouridine synthase, identified by a common fold, and belong to five different families (with an additional sixth family in eukaryotes) [15,32]. Each of these five families is represented among the *E*. *coli* pseudouridine synthases, with two of these families having diversified further, for a total of 11 pseudouridine synthases. To determine which of these enzymes carry out mRNA pseudouridylation, we obtained knockout strains of each of these synthases and carried out Pseudo-Seq on cultures grown to exponential phase (OD_600_ ∼ 0.10–0.15).

Enzyme-dependent sites are expected to show a CMC-dependent peak across all libraries except the relevant knockout (Fig 3A and 3B, Methods). In this manner, 31 out of the 44 high-confidence sites are unambiguously assigned to RluA. There is additional modification carried out by the enzymes RluC and RluD (Fig 3C); RluD unambiguously modifies at least three mRNA sites, while RluC modifies a single site in the *atpG* mRNA. Each of these three enzymes is known to modify multiple sites among tRNAs and rRNAs. RluA modifies four tRNAs and a single position in rRNA; the RluD enzyme was previously known to modify three sites in the 23S rRNA, all in the loop of helix 69; and RluC modifies three sites in separate regions of the 23S rRNA. Meanwhile, the remaining synthases appear to modify only a single rRNA site, or a specific position in tRNAs.

**Fig 3:**
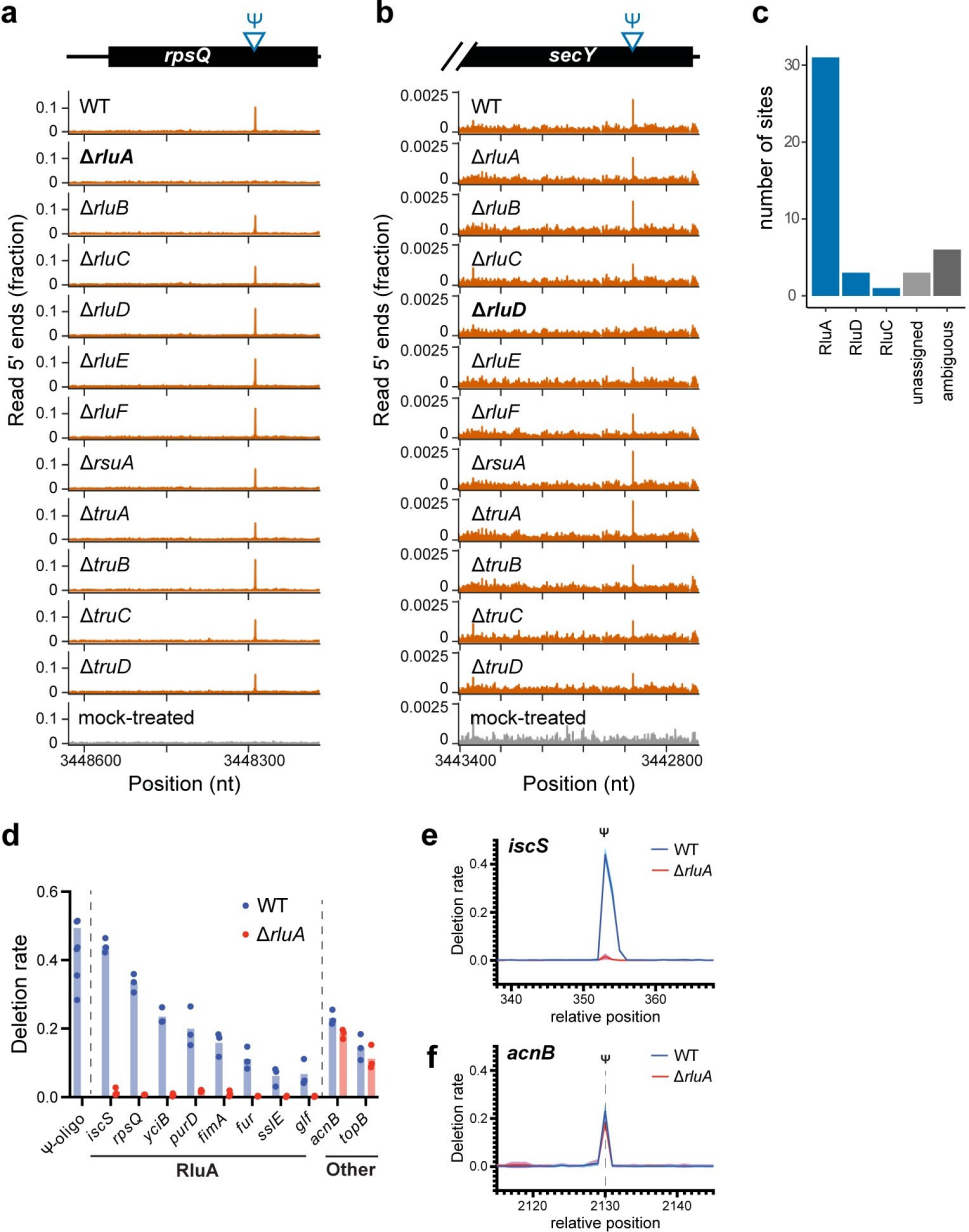
RluA is the predominant mRNA pseudouridine synthase in *E*. *coli*. (a) Pseudo-Seq signal for a sample mRNA site in 13 libraries: wild-type, all 11 pseudouridine synthase knockouts, and a mock-treated control for the wild-type. The site appears as an RluA- and CMC-dependent peak in read 5′ ends. (b) Pseudo-Seq signal for a sample RluD-dependent site in an mRNA. The site appears as a RluD- and CMC-dependent peak in read 5′ ends. (c) Enzyme assignment for the highest confidence sites. In order to assign enzymes, we required sufficient coverage in both the wild-type and knockout libraries, and for the peak to be both CMC- and synthase-dependent. (d-f) Targeted bisulfite sequencing of select Ψ sites identified by Pseudo-Seq. (d) Deletion rate at Ψ position at 10 selected sites in WT and Δ*rluA* strains. “Ψ-oligo” is a pool of synthetic RNA installed with 100% Ψ within variable sequence contexts, as a reference for the magnitude and spread of deletion signal given complete modification. (e-f) Trace of deletion signature at candidate sites in WT and Δ*rluA* strains. (e) is an RluA-dependent site in *iscS*, and (f) is an unassigned RluA-independent site in *acnB*.

To orthogonally validate high-confidence sites and estimate modification stoichiometry, we performed bisulfite sequencing [33,34] using targeted PCR amplification of selected candidate sites. Instead of forming modification-dependent cDNA truncations, bisulfite sequencing produces a 1–2 nucleotide deletion signature (Fig 3E and 3F), with a frequency roughly proportional to absolute modification rate [33]. All 10 sites selected for validation showed clear deletion signatures at modification positions identified by Pseudo-Seq (Figs 3D and S4). Comparison to synthetic RNA oligos containing 100% Ψ (Ψ-oligo) indicated several of these sites (*iscS*, *rpsQ*) had nearly total modification occupancy, while others (*sslE*, *glf*) were only sparsely modified (Fig 3D). Of these 10 sites, 8 were identified as RluA-dependent by Pseudo-Seq. Indeed, all RluA-assigned sites showed almost no deletion signature in Δ*rluA* RNA, while unassigned sites showed comparable signal to between Δ*rluA* and WT, indicating accurate and reproducible enzyme assignment.

Nine of the high-confidence pseudouridine sites could not be conclusively assigned to an enzyme. In these cases, low sequencing coverage of the target site in a subset of the libraries prevented unambiguous assignment. Sites remain unassigned (Methods) when they exhibit a strong peak in all libraries where they have high enough coverage to call a CMC-dependent peak in the wild-type library, but insufficient coverage in one or more knockouts prevents the absence of a peak from being confidently called. Meanwhile, sites can be ambiguously assigned when the peak is absent in two or more knockout libraries. This ambiguity could be biological, a consequence of partially redundant modification by more than one enzyme, or technical, resulting from low coverage.

We performed RNA sequencing on wild-type and Δ*rluA* to examine the effects of RluA on expression. 

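The RNA sequencing was REnd-Seq, in which fragmented RNA is selected for short pieces so that both the 5′ and the 3′ end of each fragment are read. The strains were MG1655 wild type and knockouts of *rluA*, *rluF*, *truA*, *truB* and *truD*, all grown at 37°C, with 1 library per strain. For each library the authors deposited RPM and RPKM values of 4099 genes, separately for read 5′ and 3′ ends, and tables of positions with a Z-score for read ends. The values below use read 3′ ends. The low RPM values that were checked were all whole multiples of one read, so that the reads assigned to genes could be recovered. There were 2380709 such reads in wild type, 2114292 in Δ*rluA*, 2140432 in Δ*rluF*, 3044750 in Δ*truA*, 2250688 in Δ*truB* and 2327753 in Δ*truD*. Fold-changes were computed as log2 ratios of RPM after adding 0.5 RPM to each value, for genes with at least 10 RPM in one of the 2 libraries compared. No difference between strains has a replicate check. The 95% intervals given with fold-changes are exact binomial (Clopper-Pearson) intervals on the reads of the 2 libraries, which cover counting error only and compare those libraries, not the conditions. In Δ*rluA*, *rluA* itself had 4.26 RPM, against 125 to 196 RPM in the other 5 libraries.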

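Between Δ*rluA* and wild type, 3451 genes had at least 10 RPM in one of the libraries. Of these genes, 7 were at least 5-fold higher in Δ*rluA* and 2 at least 5-fold lower. The 5 largest increases were those of *fimA*, *pdeL*, *fimI*, *fimC* and *ais*, and the largest decreases were those of *rluA*, *trpL*, *narI*, *sdhA* and *fliI*. The value of *trpL* rests on a counted length of 24 nt and on 48 reads in wild type and 4 in Δ*rluA*. It was -3.49 in Δ*truB*, -0.40 in Δ*truA*, 0.47 in Δ*rluF* and 0.59 in Δ*truD*. *fliI* was lower in every other knockout too, with log2 fold-changes from -3.15 to -1.55. With the median of the 5 libraries with an intact *rluA* gene as reference, *fliI* had -0.14 in Δ*rluA*. *narI* and *sdhA* were also lower in every other knockout, though by less, from -0.08 for *sdhA* in Δ*rluF* to -1.72 for *sdhA* in Δ*truD*. Against the same median as reference, Δ*rluA* still had -1.45 for *narI* and -1.54 for *sdhA*. At a threshold of 2-fold, 117 genes were higher and 54 lower, and 95.0% of the genes stayed within 2-fold. Of the 117 genes, 73 lay in one stretch of the chromosome, from *insG* (start 4502103 in NC_000913.3) across the origin of the coordinates to *betB* (end 328733), which held 340 of the 3451 genes. The median log2 fold-change of all 3451 genes was -0.01. In the other knockouts, the number of genes changed at least 5-fold against wild type was 2 in Δ*rluF*, 21 in Δ*truA*, 8 in Δ*truB* and 3 in Δ*truD*. Each count includes the deleted gene. The other gene in Δ*rluF* was *fliI*, and the others in Δ*truD* were *fliI* and *rclA*, the latter with 6 reads in the knockout. Most wild-type reads of *fliI* lay in the window around one position. Without the minimum of 10 RPM, 9 genes were at least 5-fold higher in Δ*rluA* and 3 lower, and with a threshold of 10-fold there were 3 and 1.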

We identified few changes overall. 

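Targets of RluA were taken from the copy of S1 Table used here, which holds 1800 positions and leaves out 20035 more. All 44 high-confidence sites that the paper gives were in the copy, of which 31 sites in 30 genes are assigned to RluA alone. In Δ*rluA*, 4 of the 30 genes changed at least 2-fold. *fimA* was the one past 5-fold. *sslE* had a log2 fold-change of 1.10 (95% interval 1.04 to 1.17) and *pepD* one of 1.07 (0.96 to 1.18), while *sucA* had -1.04 (-1.14 to -0.94). *sucA* was also lower in Δ*truD*, whose *rluA* gene is intact, with a log2 fold-change of -1.13 against the same wild-type library. Of the 4 genes, *fimA* and *pepD* lie in the stretch from *insG* to *betB* in which expression was raised in Δ*rluA*. The median log2 fold-change of the 30 genes was 0.02 (95% interval -0.07 to 0.14, from order statistics across genes). This median was at the 76.9th percentile of 10000 random lists of as many genes matched on mean expression, which describes these libraries and is not a test between strains. With the genes whose site is shared with another synthase included, *dnaK*, also in the stretch, changed at least 2-fold as well (log2 fold-change 1.27), and the median of the 34 genes was -0.02. Outside the stretch, 2 of 26 genes with a site assigned to RluA alone changed at least 2-fold.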

A single mRNA target of RluA, *fimA/*the *fim* operon, was substantially affected. The 5′ UTR of the *fim* operon contains an RluA-dependent pseudouridine site (Fig 4A). 

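The 7 genes of the *fim* operon lie between 4543115 and 4549710 in NC_000913.3, in the order *fimA*, *fimI*, *fimC*, *fimD*, *fimF*, *fimG* and *fimH*. *fimA* (b4314) rose from 55.9 RPM in wild type (133 reads) to 1098 RPM in Δ*rluA* (2322 reads), a log2 fold-change of 4.28 (95% interval 4.04 to 4.56). This was the largest increase among the genes with at least 10 RPM in one of the libraries, though the intervals of *fimI* and *pdeL* overlap that of *fimA*. The log2 fold-change was 4.14 for *fimI*, 3.14 for *fimC* and 2.64 for *fimD*. The last 3 genes had between 9 and 17 reads in wild type, and their log2 fold-changes were 1.48 for *fimF* (95% interval 0.71 to 2.44), 1.47 for *fimG* (0.43 to 2.88) and 2.01 for *fimH* (1.26 to 3.02). The operon lies in the stretch from *insG* to *betB*, in which the median of the other genes rose as well. Set against that median, the log2 fold-change of *fimA* was 3.56, which was the largest move among the alternatives tried. With the median of the 5 libraries whose *rluA* gene is intact in place of wild type, it was 3.96, and *pdeL* ranked above *fimA*. Across those 5 libraries, *fimA* ranged from 55.9 to 124 RPM.

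**Figure D1:**
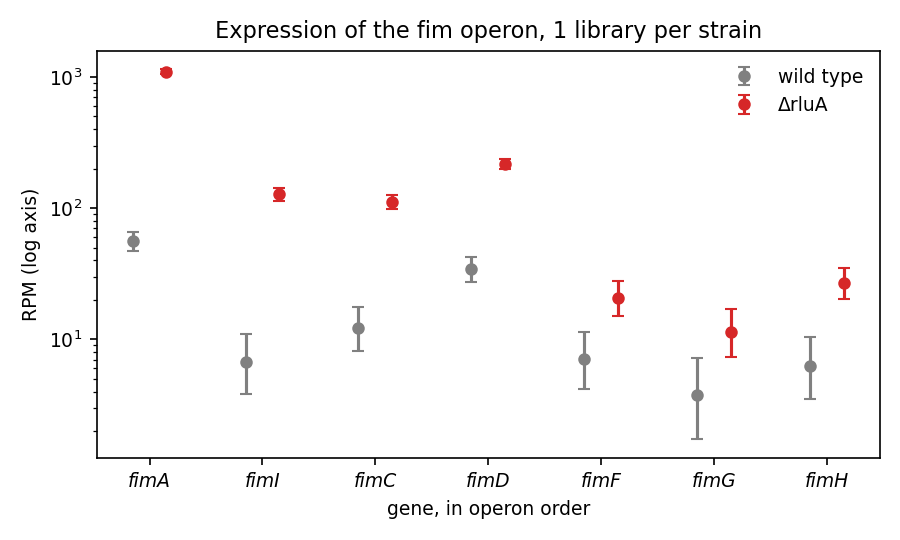
RPM of the 7 *fim* genes, on a log axis, in wild type (grey) and Δ*rluA* (red), with 1 library per strain. Bars are 95% Clopper-Pearson intervals from the reads of each library. The values of *fimA* are 55.9 and 1098 RPM, and those of *fimG* 3.78 and 11.4 RPM.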

The *fim* operon encodes a polycistronic transcript with the components of the Type 1 pilus, which are rod-like structures on the outer membrane of *E*. *coli* that promote surface adhesion. *fimA*, which encodes the major subunit of the pilus, experienced the greatest fold-change in expression, though all genes in the operon were upregulated. This upregulation was highly specific for the *fim* operon, as the *rluA* knockout did not result in global changes in gene expression (Fig 4A). 

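Fold-changes in Δ*rluA* were also examined by position on the chromosome, using 3178 genes with a mean of at least 10 RPM over the 6 libraries and leaving out the genes that the paper names for the RNA sequencing. This search was added after the values were seen. The run of neighbouring genes that differed most from the rest held 301 genes, from *insG* to *betB*. Its statistic, the difference of means in units of its standard error, was 26.9, against at most 5.34 in 100 shuffled gene orders. The median log2 fold-change was 0.73 inside the run and -0.04 outside it. The 20 genes before the run had a median of 0.03 and the first 20 inside it 0.40. At the other end, the last 20 inside had a median of 0.47 and the next 20 outside 0.11. Between 500001 and 1000000 the median was -0.26, and between 1000001 and 1500000 it was -0.23. In the other 4 knockouts, the run that differed most held between 10 and 15 genes, and its statistic also exceeded the shuffled orders, with -6.37 in Δ*rluF* (at most 5.67 in either direction when shuffled), 11.8 in Δ*truA* (5.50), -6.78 in Δ*truB* (6.16) and -8.68 in Δ*truD* (6.19). Outside the stretch, *pdeL* and *ais* were the genes at least 5-fold higher in Δ*rluA*, and *trpL* was the one at least 5-fold lower. From the expression data of the 2 strains, the paper concludes that the upregulation is specific for the *fim* operon.

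**Figure D2:**
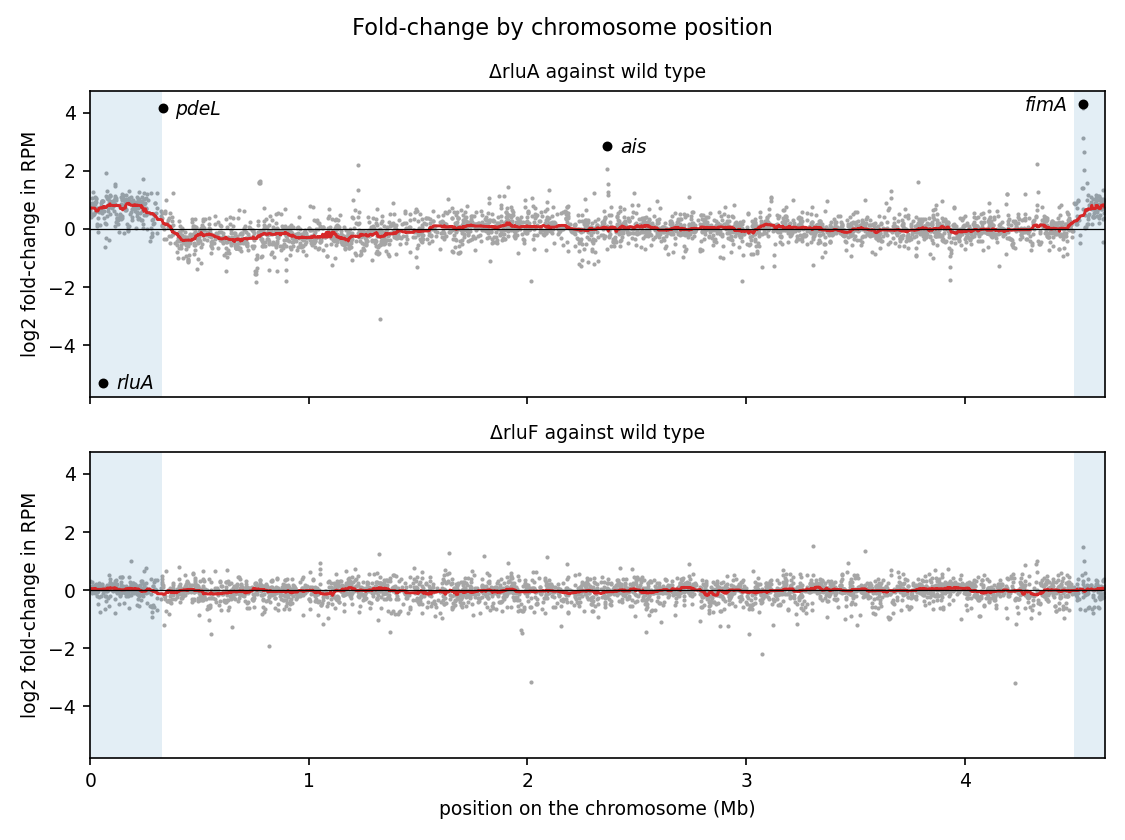
Log2 fold-change in RPM of genes with a mean of at least 10 RPM, by position on the chromosome in Mb, for Δ*rluA* (top) and Δ*rluF* (bottom) against wild type. Points are genes, the red line is a running median over neighbouring genes, and the shaded parts mark the stretch of 301 genes, whose median was 0.73 in Δ*rluA*.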

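*pdeL* (b0315) is listed by the authors under its older name *yahA* and lies from 332371 to 333459 in NC_000913.3. It rose from 52.5 RPM in wild type (125 reads) to 940 RPM in Δ*rluA* (1988 reads), a log2 fold-change of 4.15 (95% interval 3.90 to 4.44). In the 5 libraries whose *rluA* gene is intact it ranged from 34.8 to 60.9 RPM. Its wild-type expression was 49.2 RPKM. The gene lies just beyond *betB*, at the end of the stretch with raised expression, and a search that included the genes named for the RNA sequencing ended at *pdeL* itself. A further gene past 5-fold, *ais* (b2252), which Fig 4A labels, had a log2 fold-change of 2.85 (95% interval 2.45 to 3.33) and lies at 2365018, far from the stretch. The remaining gene past 5-fold outside the *fim* operon was *rayT*, which is named because of its value, with 7 reads in wild type and 37 in Δ*rluA*.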

One additional gene, *pdeL*, was substantially upregulated in Δ*rluA*, but its sequence coverage in wild-type was insufficient to determine whether it is pseudouridylated.

**Fig 4:**
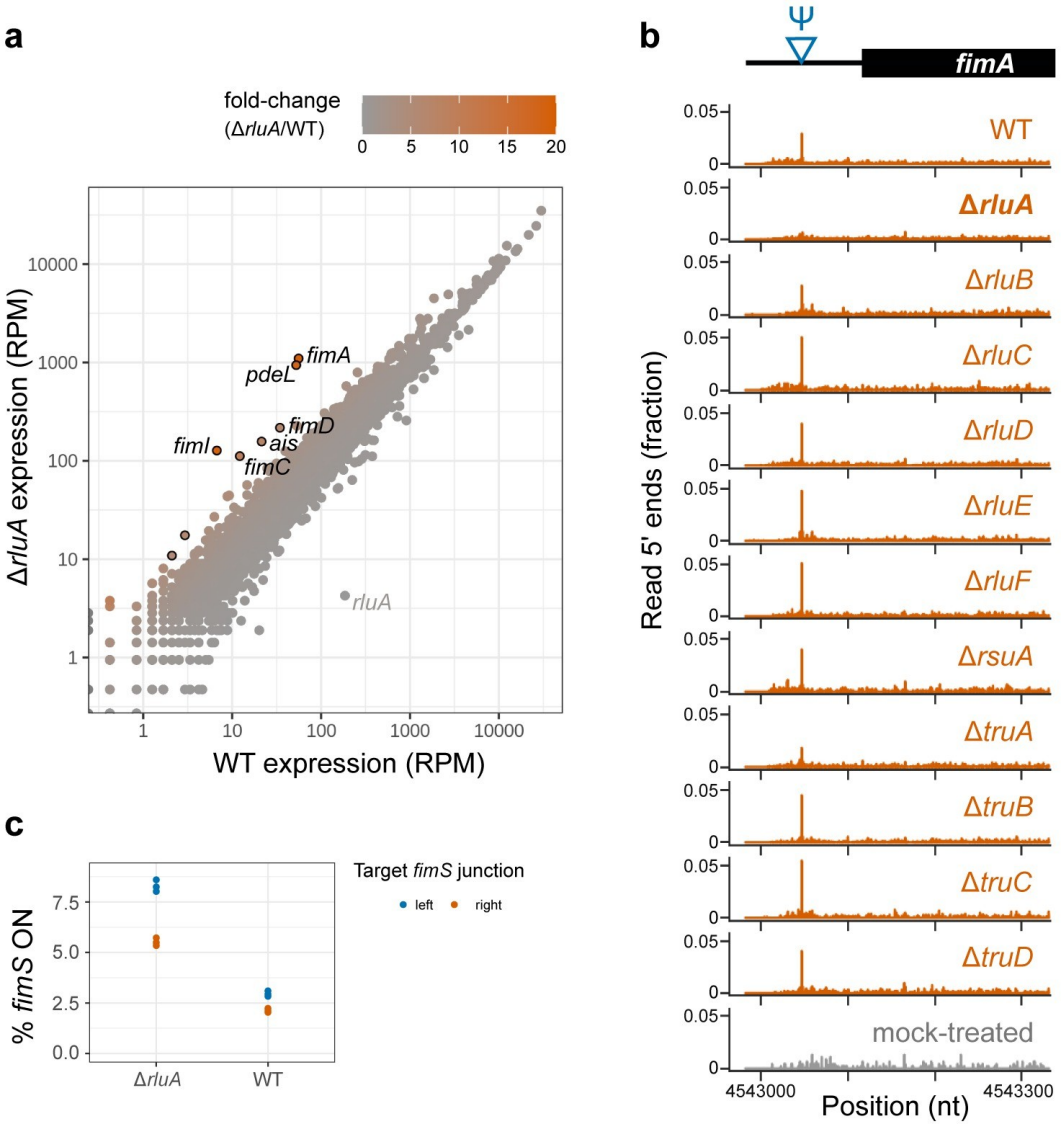
Loss of RluA alters gene expression. (a) Gene expression data in wild-type (x-axis) and Δ*rluA* (y-axis). Genes are colored by their fold-change in expression relative to wild-type. RPM: reads per million. (b) Pseudo-Seq read 5′ end counts for CMC treated libraries (orange) in every pseudouridine synthase knockout background, and in a mock treated library (gray). Counts are expressed as a fraction of reads mapped to the transcript. Read coverage contributing to *rluA*’s RPM originates from portions of the transcript left behind by the deletion, although the *rluA* protein-coding sequence is fully removed. (c) *fimS* ON conformation frequency, measured through qPCR using primers that amplify only the ON conformation. Two sets of primers were used, targeting the 5′ and 3′ junctions of *fimS*.

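In Δ*rluA*, 24 positions between the first and last base of *rluA* (59687 to 60346 in NC_000913.3) were listed with read ends, counting 5′ and 3′ ends together, in the authors' deposited tables. Every position in these tables has a window of at least 15 reads, but not every position with such a window is listed. The other 5 libraries had between 509 and 565 listed positions in the gene. All 24 positions lay within 39 nt of an edge of the gene, 17 of them at the low-coordinate edge and 7 at the other edge. When 50 nt were left out at each edge, the count was 0, which was the largest move among the alternatives tried. The gene had 9 reads in Δ*rluA* and 442 in wild type, a log2 fold-change of -5.29 (95% interval -6.59 to -4.51). Its neighbours, which share the stretch with raised expression, had log2 fold-changes of 0.97 for *lptD*, 0.96 for *djlA*, 0.62 for *rapA* and 0.39 for *polB*.

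**Figure D3:**
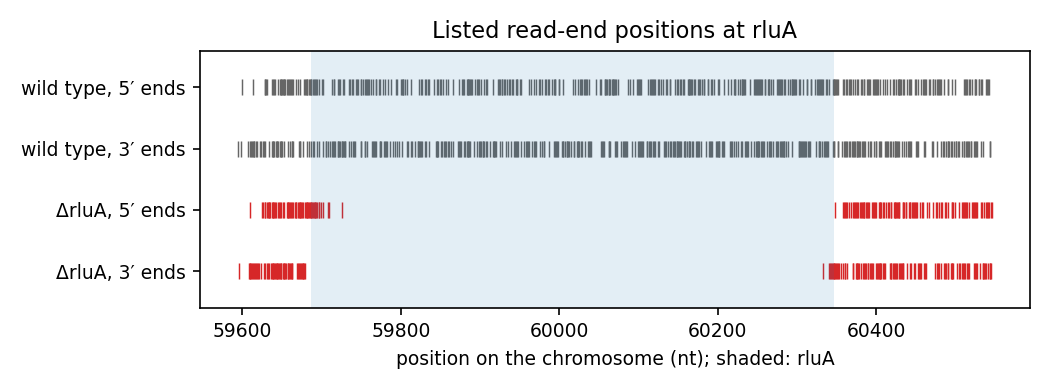
Listed read-end positions on the strand of *rluA*, by position on the chromosome in nt, for 5′ and 3′ ends in wild type (grey) and Δ*rluA* (red). Each tick is a listed position and the shaded part is *rluA*, in which Δ*rluA* has ticks only near the edges.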

To determine whether the *fimA* upregulation in Δ*rluA* is due to transcriptional or post-transcriptional effects, we constructed a reporter of the *fimA* RNA driven by an exogenous promoter (S5A Fig). There was no substantial difference in the reporter expression levels between wild-type and Δ*rluA*, suggesting that RluA’s effect on *fimA* expression occurs during transcriptional regulation of the gene, rather than through post-transcriptional processes (S5B Fig). Expression of the *fim* operon can be controlled by the invertible genetic element *fimS*, which is located upstream of *fimA* [35]. *fimS* can be in an ON conformation that allows high *fim* expression, or it can be inverted into its OFF conformation. RT-qPCR measurements show that the wild-type samples were in the ON conformation with an approximate frequency of 2.5%, and the frequency increased to up to 8.5% in Δ*rluA* (Fig 4C), consistent with the higher expression observed by RNA-Seq.

### RluA modifies positions in mRNA, tRNA, and rRNA that share a sequence and structure motif

Our results illustrate the diversity of pseudouridine synthase targets, which span multiple classes of RNA. Strikingly, the enzyme RluA is capable of specifically modifying sites in tRNA, rRNA, and mRNA, despite the drastic differences in structure and life cycle among these classes. By contrast, most of the other *E*. *coli* pseudouridine synthases modify sites in a single region or position. We next show that RluA modification across these distinct sites are likely guided by a common sequence and structure motif.

RluA’s canonical targets, which consist of one site in the large subunit rRNA and position 32 in the anticodon stem-loop for four different tRNAs [18,36], occur within a ΨURAA motif (where R indicates an A or a G), in which positions U_1_ and A_4_ are particularly important for recognition (Fig 5A) [36]. We observe that the high-confidence targets of RluA occur in a similar context as the canonical sites, with highly constrained U_1_ and A_4_ positions, and a strong preference for purines at position +2 and for A at +3 (Fig 5B). This sequence motif is also enriched among the ambiguous and unassigned sites (Fig 5B), indicating that RluA is likely to modify more sites than those we have identified under our stringent hit-calling criteria.

**Fig 5:**
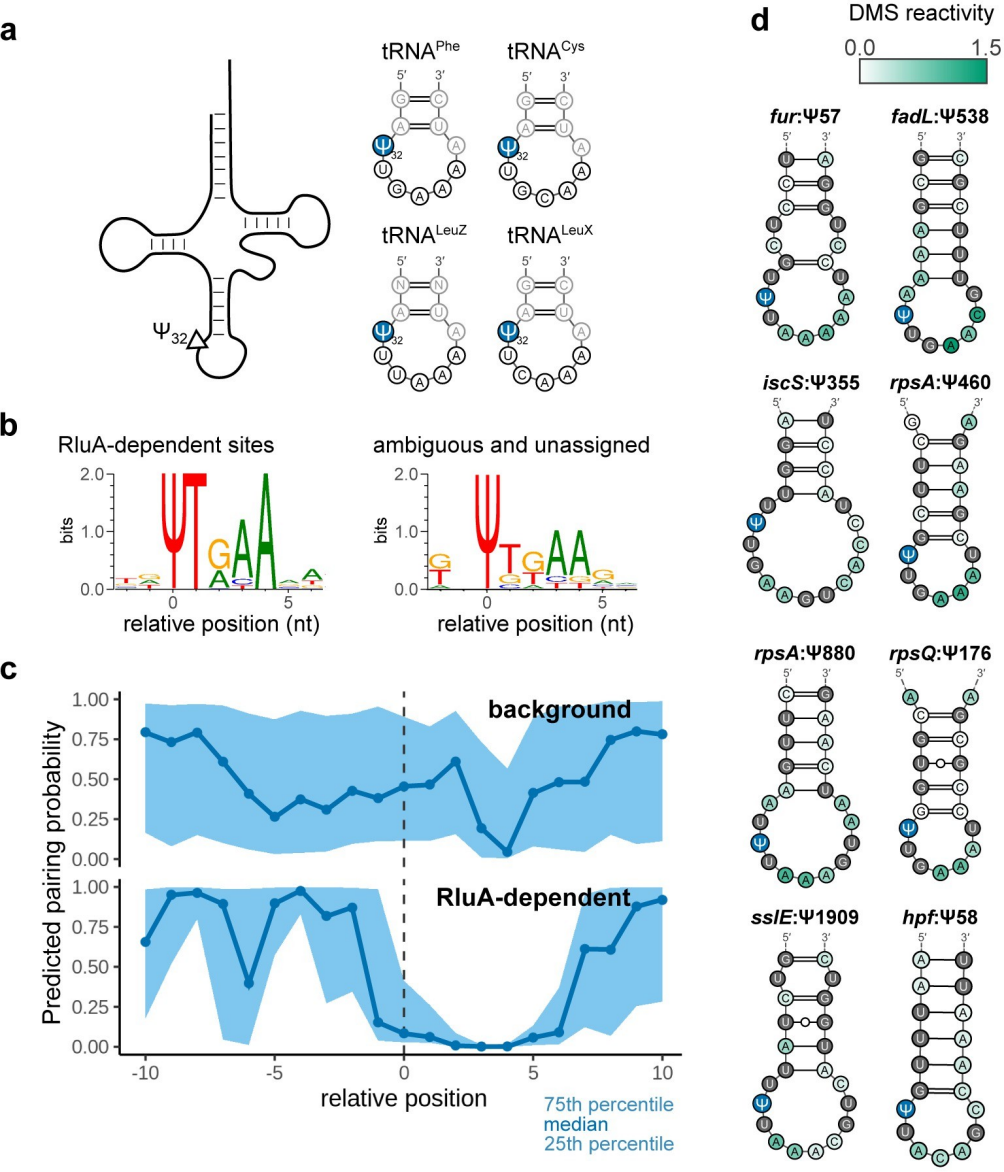
RluA targets tRNAs, rRNA, and mRNAs with a common sequence and structure motif. (a) Sequence and structure of all four canonical tRNA targets of RluA. (b) Sequence logos illustrating the sequence motif for the high confidence RluA-dependent mRNA sites (left, N = 31) and for ambiguous and unassigned sites (right, N = 9). (c) Predicted pairing probabilities for the mRNA targets of RluA. DMS-seq reactivities in the 100-nt surrounding each site were obtained from Burkhardt *et al*. (2017) [37] and used to inform secondary structure prediction. Background set consists of 94 highly expressed sites containing the UURAA motif, but lacking a CMC-dependent peak. (d) Sample structures of RluA target mRNAs. Shades of green indicate DMS reactivity, and the pseudouridine site is highlighted in blue.

The UURAA motif is ubiquitous in the transcriptome, with over 8000 instances sequenced to sufficient depth in this dataset, but the majority of these instances did not exhibit a CMC-dependent peak (S6 Fig). Therefore, this simple motif cannot be sufficient for modification, and additional features beyond the presence of a sequence motif must be required for recognition. The tRNA and rRNA targets of RluA share a similar structure, with the pseudouridines located in the loops of short hairpins, within one or two nucleotides of the last 5′-paired base [36]. Therefore, we sought to determine whether the mRNA targets of RluA occur in a similar structure context as the canonical sites in tRNA and rRNA. To determine the structural context of mRNA sites, we carried out dimethyl sulfate (DMS)-informed secondary structure prediction, using published RNA structure probing data from [37]. These data provide DMS reactivity scores for each A and C nucleotide, with higher reactivity indicating more accessible nucleotides. Visualizing the distribution of predicted pairing probabilities for each position relative to the Ψ, we observe that the RluA mRNA sites follow a very similar pattern as the canonical tRNA and rRNA sites, suggesting a common structural motif (Fig 5C). Inspection of the predicted structures confirms that this is the case (Figs 5D and S7).

## Discussion

Our work demonstrates that many *E*. *coli* mRNAs are modified with pseudouridine, and that these modifications are overwhelmingly carried out by the synthase RluA. Under exponential growth in rich media, we identify 44 high-confidence sites in 42 highly expressed genes, and estimate that there are at least 80 total sites in mRNAs under these growth conditions. Because Pseudo-Seq relies on reverse transcription stops and ligation to capture pseudouridine sites, our results are not quantitative, and therefore we cannot systematically infer what percentage of Us at a given position are pseudouridine. Independent validation on selected sites using BID-seq shows that some are highly modified. It will be interesting to quantitatively examine the stoichiometry of pseudouridylation across all sites through targeted mutational mapping approaches [33,38] or through direct RNA sequencing [39].

Prior to this study, very few RNA modifications had been profiled in *E*. *coli* mRNAs, and only two types of modification had been conclusively located. Adenosine-to-inosine editing has been found in 15 transcripts, where they enable recoding of tyrosine codons [9]. Meanwhile, N6-methyladenosine was found to be abundant in *E*. *coli* mRNAs [6], but the methyltransferases that insert them have not been identified, and its functions have not been elucidated. Other modifications known to occur in eukaryotic mRNAs have either not been profiled in *E*. *coli* (as is the case for N1-methyladenosine, dihydrouridine, and N4-acetylcytidine) or failed to be detected (5-methylcytosine, [4]).

Pseudouridine is predominantly introduced into *E*. *coli* mRNAs by RluA, except for a few sites modified by RluD and RluC. RluA’s strong requirement for a UURNA motif, which is most often instantiated as UURAA, has deep implications for the distribution of pseudouridines in mRNAs. As a result of this sequence context, pseudouridines preferentially occur in valine (27% of high-confidence sites), leucine (24%), phenylalanine (20%), and isoleucine (13%) codons. In addition, the modification very rarely occurs in stop codons, if at all, as none of our high-confidence sites are located within a stop codon. Meanwhile, very little can be elucidated about the binding requirements for the synthases RluC and RluD from this dataset due to the small number of total sites. A single RluC-dependent mRNA site was found, which shares a GNΨG sequence motif with the three RluC-dependent rRNA sites (S3C Fig). The three RluD-dependent sites in mRNA sites are each directly preceded by a C, which is true of only one of its rRNA sites (S3B Fig). A previous study showed that purified RluD and RluC each modify many more sites *in vitro* than they do in cells [19], which suggests the participation of additional factors. Once introduced, the pseudouridine is unlikely to be removed from the transcript, as no enzymes with the capacity to reverse pseudouridylation have yet been identified. In this case, only as a result of mRNA turnover coupled with changes in pseudouridylation activity would the distribution of the modification in mRNAs change.

When binding its targets, RluA recognizes the target sequences by refolding them into a novel structure [36]. A crystal structure of RluA in complex with the anticodon stem-loop of one of its target tRNAs shows that the bound sequence is rearranged to flip out bases A_+2_ and N_+5_ (positions relative to the pseudouridine) and the target uridine (U_32_ in tRNA) while inducing positions U_+1_ and A_+4_ to form a reverse-Hoogsteen base pair [36]. These observations are consistent with the patterns we observe among mRNA targets: positions U_+1_ and A_+4_ are highly conserved among our sites, and the observed preference for the pseudouridines to occur in loops might facilitate this induced conformation.

Our results indicate that RluA potentially binds to the mRNA transcripts of dozens of genes, which may by itself have consequences for the target RNA in addition to the direct properties of pseudouridine. Some RNA-modifying enzymes function as RNA chaperones [40,41], unfolding the target RNA and providing the opportunity to re-fold into the correct conformation. This activity has been demonstrated for the pseudouridine synthase TruB in its interactions with tRNA. Loss of TruB results in misfolding of tRNAs and a defect in aminoacylation. However, expressing a catalytic null mutant of TruB, able to bind to its tRNA targets but unable to modify them, restores normal tRNA function [40]. It is possible that such a chaperone function may take place during mRNA modification by RluA, particularly if the modification occurs within a structured region, as we have demonstrated through analyzing RNA structure probing data.

We identified pseudouridylation of the 5′ UTR of *fimA* by RluA, as well as RluA-dependent expression in the *fim* operon. The *fim* operon encodes the components of the type 1 pilus [42]. This operon is highly regulated, combining regulation of its promoter, control of two different isoforms, and extensive secondary structure of its 5′ UTR. At the transcriptional level, expression of the operon can be turned on or off by recombinases that flip the upstream promoter, generating heterogeneity at this locus (*i*.*e*., phase variation) [35,43]. In pathogenic strains of *E*. *coli*, regulation of this operon is key for virulence and adhesion. Interestingly, expression of RluA is significantly upregulated during infection of bladder epithelial cells [44]. However, our experiments showed that *fim* upregulation in Δ*rluA* was not directly mediated by loss pseudouridylation in its 5′ UTR. Rather, it appears that the knockout results in more frequent inversion of the upstream regulatory element *fimS* into a conformation that increases transcription of the *fim* operon. How RluA may influence the frequency of phase variation remains to be determined, and the observed changes in *fimS* orientation could be either a direct or indirect effect of the loss of RluA

Notably, one gene outside of the *fim* operon was differentially expressed to a similar extent as *fimA* (Fig 4A). This gene, *pdeL*, encodes a cyclic-di-GMP phosphodiesterase and transcriptional regulator. In our data, *pdeL* is not expressed sufficiently in the wildtype to determine whether its mRNA is pseudouridylated. Until recently, PdeL was only known to regulate its own transcription, but now additional targets have been identified by ChIP [45]. Therefore, it will be important to determine whether *pdeL* carries out any regulation upstream or downstream of *fimA*, and whether pseudouridine plays a role in a regulatory network involving these genes.

Our results provide the first evidence for pseudouridine in bacterial mRNA. To identify phenotypes associated with these sites, it will be useful to survey growth and media conditions where loss of RluA confers a competitive disadvantage or growth defect, or where RluA is significantly differentially expressed. As with the example of uropathogenic *E*. *coli* infection, existing expression data from other virulent strains of *E*. *coli* may provide helpful leads. mRNA pseudouridylation by RluA family enzymes appears to be a highly conserved activity, as homologs RPUSD2 and RPUSD4 carry out modification of human pre-mRNAs [46].

## Materials and methods

### Strains

Pseudouridine synthase knockout strains were derived from the Keio collection [47]. Each knockout was transduced into an MG1655 background using P1 phage transduction, as described in [48]. Plate lysates were generated by growing each strain to mid-log phase in LB+0.1% glucose, adding CaCl_2_ to a final concentration of 5 mM, and mixing 3 mL of this culture with 50 μL of an existing P1_*vir*_ stock. This mix was allowed to adsorb for 20 minutes, then mixed with 5 mL of melted top agar and poured onto 2 plates (LB with 0.1% glucose, 2.5 mM CaCl_2_, 1.5% agar). The plates were incubated overnight, then top agar was scraped into 50-mL tubes and vortexed with 5 drops of chloroform. To store the new P1_*vir*_ stock, the tube was centrifuged for 10 minutes, and the supernatant transferred to a new tube to be stored at 4°C. To perform the P1 transduction, 1.5 mL of overnight cultures of *E*. *coli* MG1655 in LB were pelleted and resuspended in 0.75 mL P1 salts (10 mM CaCl_2_, 5mM MgSO_4_). 100 μL of the resuspended cells were mixed with 1–100 μL of the P1 lysate and left to adsorb at room temperature for 30 minutes. 1 mL of LB and 200 μL of 1 M sodium citrate were added to the mixture, then the cells were grown for 1 hour at 37°C. The cells were pelleted and resuspended in 100 μL LB, then spread on LB plates supplemented with 50 ng/mL of kanamycin.

### Growth conditions

Starter cultures were grown overnight in 5 mL EZ Rich MOPS complete media at 37°C. To start the experiment cultures, 1–2 μL of the overnight starter cultures were inoculated into 15 mL pre-warmed MOPS complete media, to OD_600_ < 0.001. These were incubated at 37°C shaking in glass flasks at 220 rpm until they reached a target OD_600_ between 0.10 and 0.15. This setup aimed to obtain exponential-phase *E*. *coli* cultures that had undergone 8 or more doublings since back-dilution.

### RNA extraction for RT-qPCR and BID-seq

For RT-qPCR and BID-seq, 7 mL culture was combined with 7 mL ice-cold methanol in 15 mL tubes, and pelleted and flash frozen. Pellets were resuspended in 100 μL Tris-EDTA pH 8.0 buffer with 10 mg/mL lysozyme and incubated at 37°C for 5 minutes to lyse cells. RNA was then depleted of gDNA and extracted using an RNEasy Mini Plus kit (Qiagen) according to manufacturer instructions.

### RT-qPCR

RNA was extracted as described above, then treated with TURBO DNase (Thermo Fisher) to remove residual genomic and plasmid DNA by combining 10 μg of RNA with 5 μL TURBO DNase and 1 μL buffer and bringing to a final volume of 50 μL. DNase reactions were incubated at 37°C for 30 minutes, then subsequently inactivated by adding 8.8 μL 100 mM EDTA and incubating for an additional 10 minutes at 75°C, and cleaned up with an RNA Clean and Concentrate-25 kit (Zymo) according to manufacturer instructions. 2 μg RNA was reverse transcribed with SuperScript III (Thermo Fisher) and random hexamer priming (5 μM final concentration) for 1 hour at 50°C. RNA was then degraded by adding 10 μL 1M NaOH, heating at 95°C for 5 min, and neutralizing with 10 μL 1 M HCl, after which samples were brought to 200 μL. qPCR was performed with 10 μL KAPA SYBR qPCR Master Mix, 4 μL cDNA, and 3 μL of each primer on a Light Cycler 480 II Real-Time qPCR Machine. *fimA-gfp* levels were measured with primers in GFP (oHL205/206) and normalized to expression of *hcaT* (oJD070/071) [49]. Uncertainty was calculated as propagated standard error of the mean. Control measurements from wild type *E*. *coli* not carrying the reporter plasmid were 7 or more Ct values greater than measurements in reporter-carrying strains.

### RNA extraction for Pseudo-Seq and Rend-Seq

RNA samples to be used for Pseudo-Seq and Rend-Seq were extracted following the RNA snap protocol [50]. Briefly, cultures were transferred to 15-mL tubes and pelleted by centrifugation at 3220 ×*g*, at 4°C. The media was decanted, then the tubes were spun down for an additional minute. The remaining media was aspirated and the pellets were flash frozen in liquid nitrogen. For RNA extraction, 200 μL of RNA extraction solution (consisting of 18 mM EDTA, 0.025% SDS, 1% 2-mercaptoethanol, 95% formamide) were added to each pellet, followed by vortexing for 20 seconds at top speed. The mixture was transferred to 1.5-mL tubes and incubated at 95°C for 7 minutes in a ThermoMixer. To remove cell debris, tubes were centrifuged at >18000 ×*g* at 4°C for 5 minutes. Extracted RNA was precipitated in ethanol by mixing 50 μL of the supernatant with 200 μL of 10 mM Tris (pH 7.0), 75 μL of 3 M sodium acetate (pH 5.3) and 825 μL of ethanol.

### RNA purification by size selection

During library preparation, several steps will call for the purification of RNA by size selection using excision from polyacrylamide gels. RNA pellets are resuspended in 6 μL of 10 mM Tris pH 7, or similarly small volume appropriate for loading into gel wells. A 10% TBE-Urea gel is pre-run at 200V (or appropriate voltage) for at least 30 minutes. The samples are prepared by adding 1 volume of 2X TBE-Urea Loading Dye, denaturing at 80°C for 10 minutes, and finally placing back on ice. Samples are loaded into the gel wells, and the gel is run at 200V (or appropriate voltage) until the dye fronts indicate that the desired separation has been achieved, which will vary depending on the size of fragment to be excised. To visualize the RNA bands, the gel was soaked in SYBR gold diluted 1:10000 in 10 mM Tris pH 7, then lit on a SafeImager. Gel fragments were cut out and transferred to a 1.5-mL tube with 400 μL 10 mM Tris pH 7 and eluted overnight at 4°C. Alternatively, the gel fragments may be crushed and eluted by incubating at 80°C, shaking for 10 minutes. The solvent is transferred to a new tube and precipitated.

### Pseudo-Seq library preparation

Pseudo-Seq protocol was based on [1,16], with some adjustments for handling of the shorter transcripts in *E*. *coli*. Total RNA (see RNA Extraction section above) was purified using the QIAGEN RNEasy Plus Mini Kit, which depletes RNAs shorter than 200 nt and removes genomic DNA. rRNA was depleted using either RiboZero or MicrobExpress kits. RNA was fragmented by adding 4.4 μL of 10X RNA fragmentation buffer (ThermoFisher), incubating at 95°C for 22 seconds, then quenched with 5uM of stop solution (ThermoFisher). CMC treatment was performed by incubating RNA in 40 μL of 5 mM EDTA at 80°C for 3 minutes, then adding 100 μL of 0.5 M CMC in BEU buffer (7 M urea, 4 mM EDTA, 50mM bicine, then incubating at 40°C for 45 minutes, shaking at 1000 rpm. Mock treatment was performed by adding 100 μL BEU without CMC before incubating. RNAs were precipitated in isopropanol and resuspended in 30 μL of pH 10.4 buffer (50 mM Na_2_CO_3_, 2mM EDTA, adjusted to pH 10.4), then incubated at 50°C for 2 hours to reverse CMC adducts from guanidines and uridines. RNA fragments were precipitated, then run on a 10% TBE-Urea gel, and fragments 100–115 nt long were excised and purified. RNA 3′ ends were dephosphorylated with T4 polynucleotide kinase (PNK), at 37°C for 1 hour. Enzyme was inactivated at 75°C for 10 minutes. 3′ adapters were ligated onto RNA fragments using T4 RNA ligase 2 truncated (20 μL reaction with ∼3 pmols input RNA, 25% PEG, 5 μM Linker-1 [5′ App/CTGTAGGCACCATCAAT/3ddC]) for 2.5 hours at 25°C. Ligated RNAs were purified by size selection. Reverse transcription (RT) was carried out with SuperScriptIII: adapter-ligated RNAs were annealed to the RT primer (oCSB76, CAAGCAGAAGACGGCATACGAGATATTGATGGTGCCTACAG) in 11 μL of water with 25 pmol of the RT primer, incubated at 65°C for 5 minutes. Reverse transcription proceeded at 50°C for 30 minutes, with 0.5 mM dNTPs, 5 mM DTT, 10 U/μL SuperScriptIII and 1 U/μL SuperaseIn. NaOH was added to a final concentration of 0.1M, and the mixture was incubated at 95°C for 20 minutes to hydrolyze template RNA. This solution was mixed with 20 μL of 2X RNA loading dye, and loaded onto a 10% TBE-Urea gel. Products 66–116 nt long, corresponding to insert sizes of 25–75 nt, were excised and purified. An adapter (oCSB77, /5Phos/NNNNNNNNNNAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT/3SpC3/) was ligated to the 3′ ends of cDNAs as follows: cDNA was incubated for 2 minutes at 75°C with 8pmols of the adapter and 1 μL of DMSO in a reaction volume of 10.8 μL. Then the rest of the ligation components were added (final reaction volume of 23 μL, 0.9 mM ATP, 20% PEG-8000, 1 μL T4 RNA ligase, high concentration), and the reaction proceeded overnight at 25°C. Partway through the incubation, the reactions were supplemented with an additional 0.5 μL of ligase. The reactions were precipitated, and ligated cDNAs were purified by size selection. After PCR amplification, libraries were sequenced on an Illumina NextSeq, generated 75-nt single-end libraries.

### REnd-Seq library preparation

REnd-Seq was performed as described in [51]. rRNA was depleted from 10 μg total RNA (see RNA Extraction section above) with MICROBexpress, using two reaction volumes. Reaction was precipitated in isopropanol. RNA was fragmented using RNA Fragmentation reagents, by first incubating RNA in 40 μL water at 95°C for 2 minutes, then adding Fragmentation Buffer to 1X and incubating for 25 seconds at 95°C and finally quenching with Stop Buffer. Samples were precipitated in isopropanol and resuspended in 5 μL of 10 mM Tris pH 7. To size-select, RNA was mixed with one volume of 2X TBE-Urea sample loading buffer and run on a 15% TBE-Urea gel. RNA fragments 15–45 long were excised and purified, then precipitated. RNA was dephosphorylated with T4 polynucleotide kinase (PNK) in a 20-μL reaction, incubated at 37°C for 1 hour, then inactivated at 75°C for 10 minutes. RNA was precipitated in isopropanol. Linker-1 was ligated to 3 moles RNA 3′ ends using T4 RNA ligase 2 (truncated), in a 20-μL reaction containing 25% PEG-8000, 1X T4 RNA ligase buffer, and 100 pmol of Linker-1. Reactions were precipitated in isopropanol and resuspended in 5 μL 10 mM Tris pH 7. To purify ligated RNA, samples were mixed with one volume of 2X loading dye and ran on a 10% TBE-Urea gel. Ligated fragments were excised, purified, and precipitated. Reverse transcriptions were carried out with SuperScript III. First, samples were incubated with 25 pmol of RT primer (oCJ485) in 12 μL water at 65°C for 5 minutes, then placed on ice. Remaining reaction reagents were added to the sample for a final volume of 20 μL (1X First Strand Buffer, 0.5 mM dNTPs, 5 mM DTT, 20U SuperaseIn and 1 μL SuperScriptIII), and incubated at 50°C for 45 minutes. NaOH was added to a final concentration of 0.1M, and the mixture was incubated at 95°C for 20 minutes to hydrolyze template RNA. This solution was mixed with 20 μL of 2X RNA loading dye, and loaded onto a 10% TBE-Urea gel. cDNAs were excised, purified, and precipitated.

### Pseudo-Seq data analysis

Adapter sequences were trimmed from read 3′ ends using bbduk (parameters: ktrim = r k = 10 hdist = 1 mink = 1). 10-nt unique molecular identifiers (UMI) were removed from the 5′ end of the reads and added to the record headers using a custom script. Reads were mapped to the *E*. *coli* MG1655 genome (NC_000913_3) using bbmap (slow = t perfectmode = true k = 11 ambiguous = all). Alignments were converted to bam files and sorted with samtools, then filtered to keep only uniquely mapping reads. Multi-mapping reads were parsed into a separate bam file. PCR duplicates were collapsed by means of the UMI, using a custom script. Read 5′ ends were quantified on each strand using bedtools (bedtools genomecov -d -5 -strand +), and were then saved as wig files.

### Peak calling

We calculate a Z-score for each U position relative to the 100-nt window surrounding it, requiring that at least 100 reads map to the window. Before the Z-score calculation, we modify the background window in two ways. First, we determine whether the window spans a strong transcript end. If it does, we shift the background window to avoid the peaks to achieve the following criteria: the 5′ boundary of a window must be at least 40-nucleotides downstream of the nearest transcript 5′ end, and at least 5 nucleotides downstream of the nearest transcript 3′ end. On the other side, the 3′ boundary of a window must be at least 25 nt upstream of the nearest downstream 3′ end, and at least 5 nt upstream of the nearest downstream transcript 5′ end. These adjustments are implemented to minimize the impact of read coverage biases close to transcript ends, and from differences in coverage between overlapping transcript isoforms. Transcript end positions were obtained from wild-type REnd-Seq data in the same growth conditions. To reduce the impact of nearby outliers (such as peaks from other modifications and secondary structure) on Z-score calculation, we apply 95% winsorization to the window surrounding the target site, in which all positions whose normalized read count was greater than the 95^th^ percentile for the window were adjusted to be equal to the 95^th^ percentile. The value of the target site itself is not changed.

Z-scores are calculated relative to the adjusted 100-nt background window. To call CMC-dependent peaks, we require a Z-score ≥ 15 in the CMC-treated library, and for the CMC-treated Z-score to be at least 3-fold greater than the corresponding Z-score in the mock-treated library (Fig 2B). A CMC-dependent site is assigned as dependent on a given pseudouridine synthase if it meets three criteria: (1) it has sufficient coverage in the knockout library, (2) the knockout peak Z-score < 10, and (3) the WT CMC Z-score is at least 4-fold greater than the knockout peak.

### Targeted Bisulfite Sequencing (BID-Seq)

Total RNA was prepared for bisulfite sequencing using a method adapted from [33]. Specifically, 8.5 μL of RNA (1 μg total) was combined with 45 μL 2.4M Na_2_SO_3_, 0.36M NaHSO_3_, and heated at 70°C for 3 hours. RNA was brought to 100 μL with RNAse-free water and desalted on a PD MiniTrap G-25 spin column. RNA was desulfonated by adding 100 μL 2M Tris-HCl (pH 9) and heated at 37°C for 2 hours. RNA was recovered with ethanol precipitation and resuspended in 5 μL RNase-free water. For reverse-transcription, random-hexamer primers were annealed to RNA by combining 5 μL RNA, 1 μL 50 mM random-hexamers, 10 mM dNTPs, 6 μL water and heating at 65°C for 5 minutes, then snap-chilling on ice for 1 minute. Primer-annealed RNA was combined with 4 μL 5x SuperScript IV buffer, 100 mM DTT, 1 μL RNaseIn Plus, 1 μL SuperScript IV, and incubated at 23°C for 10 minutes, 55°C 10 minutes, 80°C 10 minutes. RNA was hydrolyzed by addition of 5 μL 1M NaOH and heating at 95°C for 5 minutes, then quenching with 5 μL 1M HCl. Targeted primers were used to PCR amplify each target site, which were purified using Ampure-XP beads and pooled at equal concentration before submission for amplicon sequencing (Genewiz). Raw fastq files were aligned to a reference of target genes using bbmap, and the resulting bam files sorted and indexed using samtools. Deletion rate at each position was quantified using the samtools mpileup command and custom python scripts.

### Structure analysis

In-cell DMS-Seq reactivities for wild-type *E*. *coli* were obtained from [37]. Coordinates were converted to NC_000913_3 using LiftOver. For each site of interest, reactivities for the surrounding 100-nt window were parsed from this dataset into individual files (since only As and Cs react with DMS, other bases had a placeholder value of -999). These were provided as input to RNAfold for DMS-informed secondary structure prediction, using the ‐‐shape option (with parameters -p, -T 37, ‐‐shapeMethod = Z). Pairing probability matrices were parsed from the RNAfold output files, and columns were summed to summarize pairing probability. Pairing probabilities were visualized by calculating relative positions relative to the site of interest and visualizing the pairing probability distributions for groups of sites at each relative position.

### Background site selection

A set of background sites was selected to control for expression level and for the influence of the RluA motif. First, we used our REnd-Seq data set to obtain WT expression levels for each gene that contains a high-confidence Ψ site. We consider only uridine positions within genes with RPKM ≥ 105 in our wild-type dataset, which was the lowest expression level among the genes containing high-confidence sites. 

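In the wild-type REnd-Seq library, the lowest value among the 42 genes with a high-confidence site was that of *purD*, with 96.3 RPKM from 291 reads (95% Clopper-Pearson interval 85.6 to 108). The next lowest was *fimA*, with 106 RPKM from 133 reads (88.6 to 125). The intervals of the 2 genes overlap, so their order could not be settled at this depth. At the paper's minimum of 105 RPKM, 1291 genes qualified, which is 31.5% of the genes with at least 1 read. Leaving the 20 most abundant genes out of the library total moved the lowest value to 129 RPKM. The instances of the UURAA motif in these genes were not analysed here.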

Within these genes, we search for instances of the UURAA motif, and remove any sites that are within 100-nt of a Ψ site.

Secondary structure diagrams were generated using VARNA (v3.93)

## Supporting information

S1 Fig Validation of known sites in three tRNAs: tRNA-Cys(GCA) (top), tRNA-His(GUG) (middle), and tRNA-Pro(GGG) (bottom). PseudoSeq data tracks for CMC-treated (black) and mock-treated (gray) samples. Pseudouridine position is indicated with triangles on the secondary structure, and with blue dashed lines on the data track. The top panel illustrates an instance of nearby modifications masking each other, where the strong peak at Ψ39 hinders detection of Ψ32 due to being encountered by the reverse-transcriptase first, thus generating a larger population of fragments truncated at Ψ39 than at Ψ32. Having multiple modifications in very close proximity makes this a particular issue with detection in tRNAs.
(EPS)

S2 Fig Z-score calculation before and after winsorization. (a) Conceptual example illustrating background winsorization. (left) Normalization window for a pseudouridine site with strong neighboring peaks generated from nearby modifications, as is common in rRNA. (right) 95th percentile winsorization is applied to the same background window, reducing the value of the nearby outliers, but not of the target site itself, to the value of the 95th percentile. For (b) and (c) Z-scores for reference U-sites are shown and compared between a wild-type CMC-treated library and a mock-treated library. Known pseudouridine sites are colored in orange, other modified uridines are in blue, and unmodified uridines are in gray. Panel (b) shows Z-scores calculated without winsorization and panel (c) shows Z-scores for the same data calculated with winsorization. The two pseudouridines with Z-score < 15 are Ψ1911 and Ψ2604 (Z-score = 3.72 and 7.25, respectively). Detection of Ψ1911 is hindered by its proximity to two downstream modifications, m3Ψ1915 and Ψ1917, as reverse-transcriptase encounters these events before Ψ1911, generating a larger population of fragments truncated at the downstream events. Similarly, Ψ2604 is directly upstream of another pseudouridine site, Ψ2605. (d) Selection of coverage cutoff. At high confidence sites, reads from a CMC-treated library (orange) and a mock-treated library (gray) were subsampled to various levels (x-axis shows the total number of reads mapping to the window after subsampling) and the corresponding Z-score was calculated (y-axis). Coverage cutoff of ≥ 100 reads is shown as dashed lines. (e) Expression level distributions for all expressed genes, genes that met coverage cutoffs in the wild-type Pseudo-Seq library, and genes containing a pseudouridine site. Gene counts are annotated at the top
(EPS)

S3 Fig Reproducible RluC- and RluD-dependent sites in mRNA. (a) PseudoSeq signal in the *atpG* mRNA for CMC-treated wild-type and CMC-treated knockouts of RluA, RluC, and RluD (orange) and for mock-treated (gray). The site appears as a RluC- and CMC-dependent peak in read 5′ ends. (b) Sequence alignment of RluD-dependent rRNA (gray) and mRNA (black) sites. (c) Sequence alignment of RluC-dependent rRNA and mRNA sites, with common nucleotides in bold.
(EPS)

S4 Fig Validation of mRNA pseudouridylation events using BID-Seq. Deletion traces of all sites sequenced by targeted bisulfite-sequencing, used for the bar plot in Fig 3D. Plots show the deletion rate at each relative position in the gene. Deletions are generally 1–2 nt long.
(EPS)

S5 Fig Pseudouridylation by RluA does not affect expression level of a constitutively expressed *fimA-gfp* reporter transcript. (a) The reporter construct consists of the *fimA* 5′ UTR and *fimA* gene fused to superfolder GFP, expressed from a constitutive promoter that is distinct from the *fim* promoter. (b) Reporter expression was measured by RT-qPCR with *hcaT* as a reference gene.
(EPS)

S6 Fig The UURNA motif is necessary but not sufficient for RluA-dependent pseudouridylation. (a) Pseudo-Seq signal (Z-score) for all uridines that match the RluA motif, colored by sequence (UURAA in dark blue, UURBA in green, and UUYAA in light blue, where R = purines, Y = pyrimidines and B = not A) in CMC-treated wild-type (y-axis) vs ΔrluA (x-axis) samples. Only uridines in protein-coding genes are included in this analysis. (b) Z-score distribution (complementary cumulative density function) for these positions.
(EPS)

S7 Fig Predicted structures of additional RluA-dependent sites. DMS-informed secondary structure predictions for all RluA-dependent sites not shown in Fig 4, carried out in the same way. White-to-green gradient indicates DMS reactivity. Non-reactive nucleotides are in gray.
(EPS)

S1 Table Peak heights across all libraries for sites meeting the coverage cutoff. Event annotations and enzyme assignments are also included.
(CSV)

S2 Table Summary of events detected by simulating higher read coverage. For each event, peak heights are reported for the top depth where it was detected.
(CSV)

How the deposited data were processed for this re-analysis (not part of the article)

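REnd-Seq libraries of *E. coli* MG1655 wild type and of knockouts of *rluA*, *rluF*, *truA*, *truB* and *truD* were analysed, with 1 library per strain. According to the paper's methods, rRNA was depleted, RNA was fragmented and short fragments were selected before library preparation. The paper's text does not name the aligner or the gene annotation used for REnd-Seq; for Pseudo-Seq it names the genome NC_000913.3, with which the coordinates in the deposited tables were compared by their range.

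The authors deposited a table with an RPM value and an RPKM value for 4099 genes in each of the 6 libraries, separately for read 5′ and 3′ ends. The RPM signal of a gene is the reads that the authors assigned to it, scaled so that all genes of the table together give 1000000 in each library and read end, and the RPKM values are the RPM values that the authors further divided by one length per gene. The length behind the deposited RPKM was 21 nt shorter than the annotated gene for 4074 genes. For each library the authors also deposited Z score values, which they computed from the share of read ends at a position relative to the window around it, with the reads in that window. Every listed position has a window of at least 15 reads, but not every position with such a window is listed. The width of the window and any limit on extreme values are not stated for these tables, and the description of the score rests on the headers and the values. Windows overlap, so these reads were used to describe positions and not as counts per gene.

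Read 3′ ends were used for all gene values. This was chosen after the values were seen, because the paper does not name the end it used and the wild-type median RPKM and the points of Fig 4A correspond to the 3′ values. The closeness of those values to the paper is therefore no evidence of its own. Values from 5′ ends are given as an alternative. Of the 4099 genes, 3900 were matched to the annotation of assembly ASM584v2 by symbol and 189 by an older name, and 10 were not matched. *pdeL* is one of those listed under an older name.

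In each library, the low RPM values that were checked were whole multiples of the RPM of one read in 100% of cases, higher values were rounded to whole reads, and the recovered reads ranged from 2114292 in Δ*rluA* to 3044750 in Δ*truA*. One read was 0.420 RPM in wild type and 0.473 RPM in Δ*rluA*. The 20 most abundant genes held between 24.8% and 25.7% of the reads in every library. Fold-changes are log2 ratios after adding 0.5 RPM. Counts of changed genes cover genes with at least 10 RPM in one of the 2 libraries compared, at a threshold of 5-fold, or 2-fold for targets of RluA. With 1 library per strain no test across genes was made. Intervals are exact binomial at 95%, from the reads of the libraries, and cover counting error only. Each knockout was compared with the same wild-type library, so the comparisons share its chance deviations. The median of the target genes was placed among 10000 random lists matched on mean expression in 10 bins. High-confidence sites and their enzymes were read from the copy of S1 Table used here.

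Runs of neighbouring genes were searched on the circular chromosome for the run of at least 10 genes whose mean log2 fold-change, limited to 2 in either direction, differed most from the rest, in units of its standard error, and the search was repeated on 100 shuffled gene orders. The search was added after the values were seen. A first version included the genes the paper names for the RNA sequencing and ended at *pdeL*; it was replaced by one without these genes so that they could not set the ends.

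Calculations were tested on simulated data. Except for the stretches, the simulated libraries were scaled by the median ratio, which the main analysis does not use. Of 194 simulated genes changed 8-fold, 98.5% were recovered at the 5-fold threshold, and 0 of 3183 unchanged genes passed it. Counting error alone gave a median of 0 genes past 5-fold and 12 past 2-fold over 100 simulations. In 20 of 20 simulated stretches both ends were found within 5 genes. These stretches were made by adding a constant log2 shift of 0.8 to shuffled Δ*rluF* values, so their ends were sharp. The measured stretch had lower medians near its ends, so the simulation does not show how closely those ends were located. Of 100 unshifted lists of 30 genes, 7 lay above the 95th percentile.

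The rule for named genes, and the results and alternatives other than those listed next, were written before the data were examined. Not part of that plan were the main read end, read 5′ ends for gene values and the search for runs. The same holds for alternatives that involve the raised stretch and for the *his*, *leu* and *arn* results. It also holds for the alternatives for single named genes outside the leading results. The rule names the genes that the paper names for the RNA sequencing, the deleted genes with the 2 genes on either side, the genes with a high-confidence site changed at least 2-fold, the 5 largest increases and decreases in Δ*rluA* and the 3 largest in each other knockout. Other genes are named where their values drew attention, and the text says so. The alternatives were pseudocounts of 0.1 and 5, no minimum or a minimum of 50 RPM, thresholds of 2-fold and 10-fold, scaling by the median ratio to the geometric mean of the libraries, totals without the 20 most abundant genes, the median of the 5 libraries with an intact *rluA* gene as reference, other definitions of targets and of detected genes, and single read ends or the inner part of deleted genes. The genome sequence was not used here, so the count of UURAA motifs and the share of transcripts leaving *fimS* in the ON direction were left out. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.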

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

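The tests on the length of the genes, on a few strongly changed genes, on single genes, on DNA copies and on the strain of the raised stretch were written down before their values were seen, and all other tests in this part were chosen afterwards, as were the limits by which every test was judged. Each signal described here rests on 1 library per strain.

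In Δ*rluA*, 301 neighbouring genes from *insG* across the origin of the coordinates to *betB* had a median log2 fold-change of 0.73 against wild type, which is 1.65-fold. The paper's text does not report this. The tables argue against several technical explanations. With each of the 4 other knockouts in place of wild type, the difference of medians between the inside and the outside of the stretch stayed between 0.71 and 0.86, so wild type is not the unusual library. The median lay at the 100th percentile of random lists matched on mean expression and at the 100th percentile of lists matched on gene length. The stretch was picked for its fold-changes, so a high percentile was likely in advance. The highest median of the lists was 0.02 for expression and 0.03 for length, so genes of like expression or length elsewhere were not raised. A few strongly changed genes do not account for the raised median, since 94.7% of the genes lay above the median of the genes outside. The interquartile range inside was 1.23 times that outside. No reference for this ratio was computed, and a wider spread inside is what separate changes of single genes would give. It therefore cannot decide whether single genes also changed separately. A candidate explanation that stays open is that the strain carried more DNA copies of the stretch. It was not tested against a lower region elsewhere in Δ*rluA*. The Δ*rluA* median was -0.26 between 500001 and 1000000 and -0.23 between 1000001 and 1500000, against -0.07 to -0.02 in the other knockouts. In Δ*rluA*, listed positions outside genes were higher inside the stretch than outside it by 0.52 (95% interval 0.37 to 0.66, by resampling positions). For positions in genes the difference was 0.79 (0.76 to 0.81). In the other 4 knockouts the difference outside genes was between -0.07 and -0.03. The rise outside genes was thus present, though smaller than that in genes. In Δ*rluA*, positions in the stretch had medians of 0.72 outside genes and 0.78 in genes. Beyond the stretch the medians were 0.20 and -0.01. In each other knockout, positions outside genes had higher medians than positions in genes, both in the stretch and beyond it. In Δ*rluF* the medians were 0.30 and 0.08 in the stretch, and 0.34 and 0.07 beyond it. In Δ*rluA* the higher median outside genes was present beyond the stretch but not in it. Whether this counts against more DNA copies was not tested. No DNA was analysed here. Loss of RluA as the reason also stays open: with 1 Δ*rluA* library, an effect of the missing enzyme and a difference carried by this one strain cannot be told apart.

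*fimA*, *pdeL* and the stretch need to be kept apart. The 7 *fim* genes had a median log2 fold-change of 2.64, while the highest median over 7 neighbouring genes among the 301 searched genes of the stretch was 1.08. A gain of DNA copies at the level of the stretch therefore does not account for the whole rise of the *fim* operon, although it may contribute. The counting intervals of *fimF* and *fimG* include the median of the stretch, so a rise beyond it was not resolved for these genes. *pdeL*, just beyond the end of the stretch, had 4.15 (95% counting interval 3.90 to 4.44), of which 3.42 remain when the median of the stretch is taken off. The highest value among the 301 searched genes was 1.91, and *rayT*, in the stretch but under the minimum expression of the search, had 2.39 (1.39 to 3.98) from 7 reads in wild type. Other reasons for the rise of *pdeL* were not tested.

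In Δ*truA*, 14 genes of the *his* and *leu* operons (*hisL* to *hisI* and *leuL* to *leuD*) had a median log2 fold-change of 3.21, between 2.68 for *hisL* and 4.02 for *leuA*. The paper's text reports no expression values for this strain. In the other knockouts the same genes ranged from -0.27 to 1.15. Under each scaling tried the lowest value was 2.68, so normalization does not bring any of them under 5-fold, and the lowest end of the counting intervals was 2.33, against 2.32 for the threshold. *truA* had 11.2 RPM in the library labelled Δ*truA* and 168 to 204 RPM in the others, which argues against a mislabelled sample. Loss of TruA may raise these genes, but with 1 Δ*truA* library this and a difference carried by the strain cannot be told apart.

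In Δ*rluA*, the 7 *arn* genes next to *ais* had a median log2 fold-change of 1.17, from 0.02 for *arnE* to 2.08 for *arnB*, and 4 of them were at least 2-fold higher. In the other knockouts the median was between -1.22 in Δ*truA* and 0.00 in Δ*rluF*. The lowest median under any scaling was 1.14, and the lowest with another knockout as reference was 1.06, which argues against normalization and against an unusual wild-type library. These genes lie outside the raised stretch. With 1 library of Δ*rluA*, loss of RluA and a difference carried by this strain cannot be told apart.

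Between *fimE* and *fimA* (4542634 to 4543114), Δ*rluA* had 20 listed 5′-end and 19 listed 3′-end positions on the minus strand, and the other 5 libraries had 0. The highest Z-score of the 5′ ends was 71.7 at 4542694 and that of the 3′ ends 96.4 at 4542678. The minus-strand positions end 57 nt before the first plus-strand position, which argues against plus-strand reads placed on the wrong strand. If these reads rose only as much as the stretch, 25.9 window reads would be predicted in wild type, above the minimum of 15 for listing. The paper measured a higher frequency of the ON conformation of *fimS* in Δ*rluA* by qPCR. Reads from *fimS* inverted relative to the reference genome may fall on the minus strand, but without the genome sequence this and a transcript that starts on that strand cannot be told apart, and 1 library shows the signal.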

How the results depend on the processing

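No paired analysis was possible because there was 1 library per strain. All 10 fold-changes of *fimA*, the other *fim* genes, *pdeL*, *ais* and *rluA* kept their direction under every alternative tried, and the lowest value of a *fim* gene was 0.74. Alternatives that involve the raised stretch, and read 5′ ends for gene values, were chosen only after the result was seen. The cause of each shift was not tested, except where the alternative itself changes the number of genes or positions counted.

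With the median of the 5 libraries with an intact *rluA* gene as reference, the log2 fold-change was 3.96 for *fimA* and 3.52 for *fimI*, and the median of the raised stretch was 0.81. Relative to the median of the stretch, the values were 3.56 for *fimA*, 3.42 for *fimI*, 2.42 for *fimC* and 1.91 for *fimD*. For the last genes of the operon they were 0.75 for *fimF*, 0.74 for *fimG* and 1.29 for *fimH*. With a pseudocount of 5, *fimI* had 3.50 and *rluA* -4.36, and with read 5′ ends *rluA* had -4.49. With a minimum of 50 RPM, the median of the stretch was 0.85.

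The count of genes at least 5-fold higher in Δ*rluA* was 7, against 117 at 2-fold, 3 at 10-fold and 2 outside the stretch. The count of lower genes was 2, against 54 at 2-fold and 1 under each of a pseudocount of 5, a minimum of 50 RPM, 10-fold, read 5′ ends and genes outside the stretch. The count changed at least 5-fold in Δ*rluF* was 2, against 7 without a minimum and 1 with 5′ ends. In Δ*truB* it was 8, against 18 without a minimum and 1 with a pseudocount of 5 or a minimum of 50 RPM. In Δ*truD* it was 3, against 11 without a minimum and 1 with a pseudocount of 5. Of the RluA targets 4 changed at least 2-fold, and 2 when only genes outside the stretch were counted. Median-ratio scaling moved the median log2 fold-change of all genes from -0.10 to 0.04 in Δ*truA*, from -0.11 to 0.07 in Δ*truB* and from -0.06 to 0.07 in Δ*truD*. Among genes changed at least 2-fold in Δ*truA*, 17.3% were higher in the main analysis and 33.1% under that scaling. At 5-fold, 16 were higher and 5 lower in Δ*truA*, against 16 and 2.

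Without the 20 most abundant genes, the lowest value of a gene with a site was 129 RPKM and the median of all genes 59.6 RPKM. Among genes with at least 10 reads, the median was 50.4 RPKM.

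Listed positions in the deleted gene fell in number when fewer positions were counted. In the inner part there were 0 in *rluA*, 0 in *rluF*, 9 in *truA*, 1 in *truB* and 0 in *truD*. With 5′ ends alone there were 15 in *rluA*, 13 in *truA* and 9 in *truD*, and with 3′ ends alone 9 in *rluA*, 6 in *rluF*, 7 in *truA*, 12 in *truB* and 5 in *truD*.

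Median-ratio scaling moves all genes of a library alike, and 5 neighbours of deleted genes that lay near 0 changed sign under it. For 3 of them the move went beyond the counting interval, with log2 values of 0.082 for *accD* in Δ*truA* and 0.070 for *pnp* and 0.10 for *rpsO* in Δ*truB*. For *ispD* in Δ*truD* (0.0072) and *lysC* in Δ*rluF* (0.014) it stayed within the interval. With read 5′ ends, *lysC* in Δ*rluF* (0.033) and *rbfA* in Δ*truB* (-0.068) changed sign within their intervals. The median of the RluA targets also changed sign within its interval, for example to -0.012 under median-ratio scaling and -0.031 with the libraries with an intact *rluA* gene as reference. Of all alternatives for single named genes outside the leading results and for gene lists, 259 stayed within the counting interval, 8 moved beyond it without a change of sign, and the remaining 3 are those of *accD*, *pnp* and *rpsO*. The search that included the genes the paper names for the RNA sequencing gave a stretch of 310 genes with a median of 0.74. Depth limits *fimF*, *fimG* and *fimH*, which had 9 to 17 reads in wild type. The count of UURAA motifs and the *fimS* ON share, with their alternatives, were not run because the genome sequence was not used here.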

Differences from the paper's values

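No value of the main analysis that could be set beside one of the paper's differed from it by more than 1.5 times. With read 5′ ends, an alternative chosen after seeing the values, *rluA* in Δ*rluA* had 7.58 RPM, against the paper's value of about 4.3 RPM (Fig 4A, read by eye), which lies just under the counting interval of those 16 reads. The paper places the lowest expression among genes with a high-confidence site at the RPKM it uses as its minimum for background sites. Here the lowest such gene was *purD*, with 96.3 RPKM, and *fimA* followed with 106 RPKM; with read 5′ ends, an end chosen as an alternative after seeing the values, the lowest was 95.9 RPKM. The paper describes the upregulation in the *rluA* knockout as specific for the *fim* operon, without global changes, and names *pdeL* as a further upregulated gene. Here 117 genes were at least 2-fold higher, 73 of them in a stretch of the chromosome whose 301 searched genes had a median log2 fold-change of 0.73. The paper names *fimA* as the gene with the greatest fold-change. With the median of the 5 libraries with an intact *rluA* gene as reference, *pdeL* had 4.15 and *fimA* 3.96, while *fimA* ranked above *pdeL* in the main analysis, under the other pseudocounts, under both scalings and with read 5′ ends.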

Other observations

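The test on a short fragment was chosen after its result was seen.

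*fliI*, *fumE* and *ybhK* had fewer reads in all 5 knockouts than in wild type. In Δ*rluF* the log2 fold-changes were -3.15 for *fliI*, -2.18 for *fumE* and -1.93 for *ybhK*. *ybhK* was named because of its values. In wild type, at least 82.6% and at most 90.6% of the reads of each gene lay in the window around one position, and the 5′ and 3′ ends there were 13 nt apart counted inclusively in all 3 genes. This is in line with one short RNA fragment placed at several positions, in which case the fold-changes of these genes may not reflect the expression of the genes. The sequence of the fragment was not analysed here, and no biological explanation was tested.

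The deleted gene kept 2.29% of its wild-type RPM in Δ*rluA*, 10.2% in Δ*rluF*, 6.10% in Δ*truA*, 4.84% in Δ*truB* and 4.29% in Δ*truD*, counted with read 3′ ends. With read 5′ ends more was left, with 7.58 of 181 RPM for *rluA*, 15.9 of 62.6 RPM for *rluF*, 15.4 of 185 RPM for *truA*, 32.1 of 434 RPM for *truB* and 14.2 of 235 RPM for *truD*. The log2 fold-change moved from -5.29 to -4.49 for *rluA*, from -3.19 to -1.94 for *rluF* and from -4.34 to -3.74 for *truB*, beyond the counting interval, and stayed within it for *truA* and *truD*. Next to *truD*, the log2 fold-change in Δ*truD* was -1.36 for *pcm* and -0.77 for *umpG*.

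In Δ*truA*, Δ*truB* and Δ*truD*, 259, 299 and 247 genes were at least 2-fold lower than in wild type, and 227, 284 and 224 of these had a mean expression under the median of the genes counted. In Δ*rluA* 54 genes were at least 2-fold lower, of which 29 lay under that median. In Δ*rluF* 52 genes were at least 2-fold lower, of which 46 lay under it, so the pattern was not limited to the *tru* knockouts. Under median-ratio scaling the lower genes numbered 162 in Δ*truA*, 194 in Δ*truB* and 163 in Δ*truD*, and the higher genes rose in number from 54 to 80, from 4 to 11 and from 11 to 17.

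Between *fimE* and *fimA*, the plus-strand position with the highest Z-score of 5′ ends was 4542983 in each of the 5 knockouts, with Z-scores from 18.8 in Δ*rluF* to 43.7 in Δ*rluA*, and 4543070 in wild type, with a Z-score of 4.94. The first listed position of these ends in wild type was 4542997. Position 4542983 was thus not listed there, and wild type could not be compared with the knockouts at it.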
